A study of Nasonia vitripennis with 51 samples.

How the data were processed

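Whole-genome bisulphite sequencing of Nasonia vitripennis, a parasitoid wasp, was analysed from a table of read counts per CpG. The wasps came from AsymC, a wild-type laboratory strain kept free of the bacterium Wolbachia. Each of the 51 samples was a pool of 10 females, divided into heads (24 samples) and bodies (thorax and abdomen, 27 samples). Females were fed 20% sucrose for 24 h (18 samples), or the same solution with 10 µM 5-aza-2'-deoxycytidine (5-aza-dC), a cytidine analogue that inhibits DNA methyltransferases, for 24 h (16 samples) or 48 h (17 samples). They were harvested 0, 24 or 48 h after exposure. Regime, harvest time and tissue make 18 cells, 15 with 3 samples and 3 with 2 samples.

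The authors deposited each value as the count of methylated reads and the total read count at one CpG, and these counts are not normalized. DNA was converted with the EZ DNA Methylation kit and sequenced on an Illumina HiSeq instrument from TruSeq DNA methylation libraries, per the labels' protocols. The labels and the file header do not state the aligner, the methylation caller, the genome build, the filters, or whether duplicate reads were removed. The table listed 4150376 CpGs on 4057 sequences. Within each regime, a CpG had at least 3 reads in every sample or no reads in any. Reads were present at 4108057 CpGs in sucrose samples, 3405251 in 24 h samples and 1831418 in 48 h samples. All 51 samples had reads at 1043974 CpGs (25.2%). The coverage of a sample here is therefore that of the deposited CpGs and not of its library. Mean coverage per shared CpG ranged from 5.46 to 65.6 reads (median 27.5).

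Samples were assigned to cells by the feeding regime, harvest time and tissue in their labels. For 9 body samples, the title gives another harvest time or none, and the harvest time in the characteristics was used. Replicate numbers follow only the order of the samples, so no samples were paired. Comparisons of groups treated head and body samples as independent. Should heads and bodies come from the same females, the p-values for regimes do not allow for it. Between samples of one cell, at most 3.94% of 104398 CpGs had identical counts, and no 2 of them were treated as one library. Between samples of different cells the highest share was 14.9%, in the pair of samples with the lowest mean coverage. The total reads of that pair had the lowest correlation across CpGs of all pairs (r = 0.0696), and both were kept. No column of sample values was left unused.

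The design and the first set of alternatives were fixed before the data were examined. A proportion was the methylated share of the reads at CpGs with at least 10 reads in a sample. The plan was to test CpGs with a value in every sample, or, should fewer than 10000 have that, CpGs with at least 2 values in every cell. Only 8968 CpGs had 10 reads in every sample, so the second rule applied. With a mean proportion of at least 0.1 also required, 888 CpGs were tested, with a median of 33 reads per value, and 3.40% of their values were missing. In cells of 2 samples the rule needed both values, so none was missing there. Replicate 1 of heads harvested 48 h after 24 h of 5-aza-dC is in such a cell. It had the lowest mean coverage per shared CpG (5.46 reads), so the 888 CpGs were limited to those with 10 reads in it. In the other cells, missing values were concentrated in few samples. Replicate 1 of bodies harvested 0 h after 48 h of 5-aza-dC lacked 82.0% of the 888 values, and replicate 1 of heads harvested 0 h after 24 h of 5-aza-dC lacked 34.3%. The means of these samples therefore rest on other CpGs than those of the rest, while at the minimum of 3 reads no value was missing. At the minimum of 10 reads, 1 read moves a proportion by 10 points. Proportions were tested on the arcsine-square-root scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend), with a mean for each of the 18 cells. Contrasts were averaged over the 6 combinations of tissue and harvest time for regimes, and over the 9 combinations of regime and harvest time for tissues. Any difference among regimes, among harvest times or between effects (interactions) was tested with F tests. P-values were adjusted by the Benjamini-Hochberg method over the tested CpGs, with a threshold of 0.05.

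The mean proportion over tested CpGs was compared between groups with two-sided permutation tests that drew 100000 resamples of the labels within strata. The smallest p that these resamples can give is 1e-05. In tests within a single regime, tissue or harvest time, the labels have few arrangements within strata, which sets a higher smallest p. Background was defined as the mean proportion over 54142 CpGs whose mean over all samples was under 0.02. These CpGs also had at least 2 values of 10 reads in every cell. Resampling, quasi-binomial fits and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The interval given for a share of called CpGs is a 95% Wilson interval, which covers counting error only.

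The plan allowed for a quasi-binomial logistic model of the read counts as an added alternative to limma. It was fitted in 3 forms, and the counts of CpGs from each form had been seen before one was chosen. One form scaled the reads of a sample for the correlation among reads at a CpG, and the others did not. In data simulated for 16283 CpGs, 200 of them changed, the unscaled forms gave 11.6% false calls and the scaled form 7.48%, and the scaled form was chosen on that ground. For the 888 CpGs at which it is printed beside limma, the order was reversed, with 5.66% for the unscaled forms and 6.10% for the scaled form. The simulation drew reads with the same kind of correlation that the scaled form assumes, which favours it. Tested on simulated data for 888 CpGs, with 200 changed by 20 points, limma recovered 99.5% of the changed CpGs with 6.13% false calls. At 16283 CpGs the shares were 91% and 4.21%.

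CpGs are named by a rule fixed before the data were examined. For each 5-aza-dC regime against sucrose and for heads against bodies, it takes the 2 higher and the 2 lower CpGs with the largest mean difference, among those past the threshold whose difference has the same sign in every stratum. Where a test called 5 or fewer CpGs, they are also named, and these were chosen after their values were seen. The alternatives fixed then changed the filter on the mean, completeness, scale, centring, variance model, design, samples, and the treatment of background. Added alternatives, chosen after seeing the data, lowered the coverage minimum to 5 or 3 reads, used only 2 regimes, fitted the quasi-binomial model, or combined the background covariate with another set of CpGs. The planned comparisons of gene means were not run, because the build of the coordinates is not stated and no annotation of it was used here. Coordinates are as deposited, and the gene context of CpGs was not analysed here.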

Results

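CpG methylation was measured in heads and bodies of N. vitripennis females fed sucrose or 5-aza-dC, and harvested 0, 24 or 48 h later. The study asked whether exposure to this methyltransferase inhibitor alters methylation across the genome. Total reads over the deposited CpGs ranged from 10955117 to 200008536 per sample (51 samples). Mean coverage of the shared CpGs was 26.7 ± 4.45 reads (SD, n = 18) in sucrose samples, 33.0 ± 17.4 (n = 16) in 24 h 5-aza-dC samples and 30.7 ± 10.0 (n = 17) in 48 h samples. Most CpGs had little methylation. Of the 1043974 CpGs with reads in all samples, 72.2% had a mean under 0.02 and 0.175% had a mean of 0.8 or above. The set of CpGs with reads was the same for all samples of a regime and differed between regimes. The regime therefore cannot be told apart from any batch of libraries or of processing that followed it. Sucrose alone was fed for 24 h only, so 48 h samples also differed from sucrose and 24 h samples in feeding time. At the same harvest time they were later from the start of feeding. Comparisons of 48 h samples cannot tell 5-aza-dC from this longer feeding.

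The first question was whether the average methylation level differed between regimes. Over the 888 tested CpGs the mean was 30.3% ± 0.850 (SD, n = 18) in sucrose samples, 31.6% ± 2.19 (n = 16) after 24 h of 5-aza-dC and 32.2% ± 1.73 (n = 17) after 48 h. Averaged over the 6 combinations of tissue and harvest time, the 24 h mean was 1.38 points above sucrose (two-sided permutation test, p = 0.0197). The 48 h mean was 1.90 points above sucrose (permutation p = 0.00012). The 24 h difference was smaller than the SD of the 24 h samples and larger than that of the sucrose samples, and the 48 h difference was larger than the SD of either regime compared. Leaving out 1 of the 51 samples, replicate 2 of heads harvested 48 h after 24 h of 5-aza-dC, reduced the 24 h difference to 0.942 points (permutation p = 0.088). Measured as the share of CpGs at 0.5 or above, another quantity than the mean, the differences were 0.249 points for 24 h (permutation p = 0.450) and 0.245 points for 48 h (permutation p = 0.276). Subtracting each sample's background, the mean over CpGs with almost no methylation, left 0.904 points for 24 h (permutation p = 0.0724) and 0.258 points for 48 h (permutation p = 0.601). With the background removed from the unmethylated share alone, the differences were 1.06 points (permutation p = 0.0451) for 24 h and 0.757 points (permutation p = 0.0849) for 48 h. The background was 0.606% ± 0.218 (SD, n = 18) in sucrose samples, 1.06% ± 0.783 (n = 16) in 24 h samples and 2.22% ± 2.08 (n = 17) in 48 h samples. It was higher than in sucrose by 0.471 points for 24 h (permutation p = 0.00691) and by 1.64 points for 48 h (permutation p = 6e-05).

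**Figure D1:**
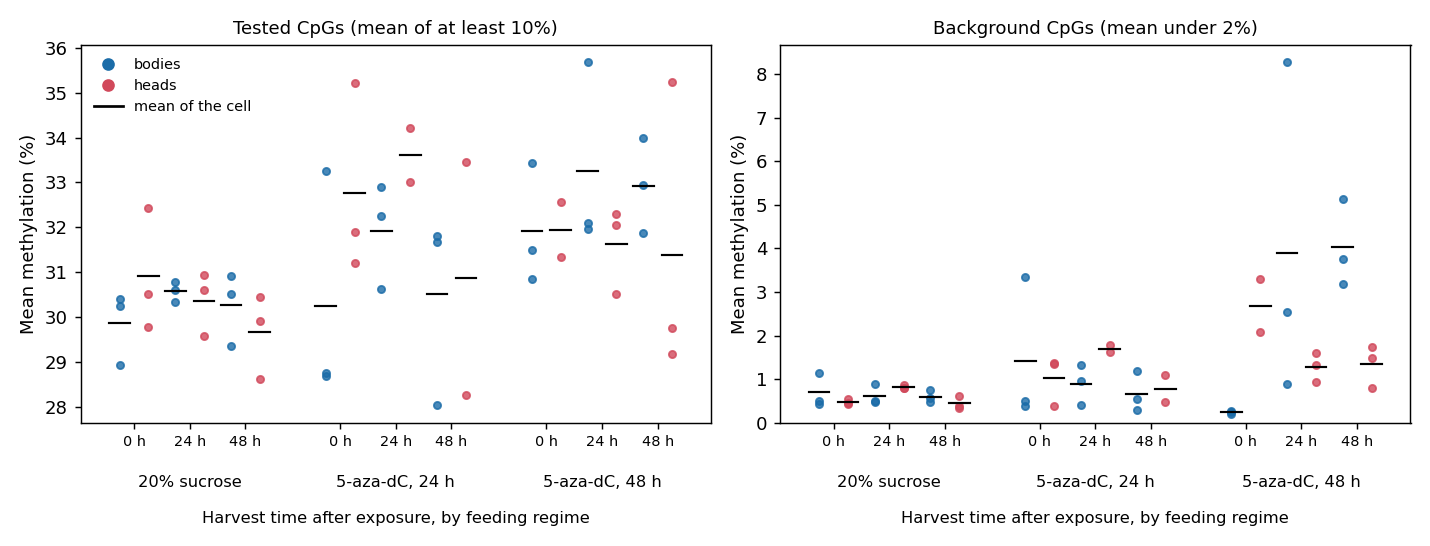
Mean methylation (%) of each sample over the 888 tested CpGs (left) and the 54142 background CpGs (right), by regime and harvest time, with bodies in blue, heads in red and cell means as black bars. Background ranged from 0.341% to 1.14% in sucrose samples and from 0.20% to 8.28% in 48 h 5-aza-dC samples.

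Single CpGs were then compared between regimes. An F test of any difference among the 3 regimes called 22 of the 888 CpGs (limma, adjusted p under 0.05), and the quasi-binomial model of the read counts called 35. For 24 h of 5-aza-dC against sucrose, limma called 15 CpGs, 8 higher and 7 lower (46.7% lower, 95% Wilson interval 24.8% to 69.9%), and the quasi-binomial model called 10, of which 9 were also called by limma. When each sample was centred on its median, 11 CpGs were called, 2 higher and 9 lower (81.8% lower). For 48 h against sucrose, limma called 9 CpGs, 8 higher and 1 lower (11.1% lower, 95% Wilson interval 1.99% to 43.5%), and the quasi-binomial model called 14, with 8 in common. Centring gave 11 CpGs, 5 higher and 6 lower (54.5% lower). Between 48 h and 24 h of 5-aza-dC, 14 CpGs differed, 12 higher and 2 lower after 48 h. Of these, 7 were also called for 24 h against sucrose, 0 of them in the same direction. Another overlap, with 48 h against sucrose, was 2 CpGs, both in the same direction. Each pair of comparisons shares the samples of a regime, which favours these directions. Only 1 CpG was called for both regimes against sucrose, in the same direction. The median size of the difference at called CpGs was 16.2 points for 24 h and 14.3 points for 48 h. Over all 888 CpGs, the median difference was 1.17 points for 24 h and 1.87 points for 48 h. With the coverage minimum lowered to 3 reads, which also raised the number of CpGs tested to 16283, the calls changed, and 53 were called for 24 h and 76 for 48 h. They included 2 of the 15 CpGs called for 24 h at 10 reads and 4 of the 9 called for 48 h, although all of these were tested again. The quasi-binomial model at 3 reads called 150 for 24 h, with 9 of the 15, and 225 for 48 h, with 7 of the 9. Without the 9 body samples whose titles give another harvest time or none, 2 CpGs were called for 24 h and 3 for 48 h.

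Of the 15 CpGs called for 24 h, 6 had a difference of the same sign in all 6 strata, and the 2 higher and 2 lower ones with the largest differences are given here. Estimates are on the arcsine scale, and adjusted p-values are from limma. At position 8413807 of chromosome 5, methylation was 31.4% ± 18.6 (SD, n = 18, median 33 reads) in sucrose samples and 54.1% ± 14.7 (n = 15, median 45 reads) in 24 h samples. The estimate was 0.257 (SE 0.0562, adjusted p = 0.0063). At position 1196552 of scaffold GL340968, the levels were 20.1% ± 10.3 (n = 18, median 36.5 reads) and 38.9% ± 17.0 (n = 16, median 54.5 reads), with an estimate of 0.211 (SE 0.0532, adjusted p = 0.0282 by limma). This CpG was not called under 9 of 20 other settings. Methylation fell at position 7176528 of chromosome 5, from 58.8% ± 17.0 (n = 18, median 33.5 reads) to 31.9% ± 13.1 (n = 15, median 40 reads), with an estimate of -0.287 (SE 0.0556, adjusted p = 0.00139 by limma). It also fell at position 8120311 of chromosome 5, from 58.3% ± 14.1 (n = 18, median 31 reads) to 33.0% ± 11.9 (n = 16, median 28.5 reads), with an estimate of -0.258 (SE 0.0502, adjusted p = 0.00139 by limma).

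For 48 h of 5-aza-dC, position 2484518 of chromosome 4 rose from 13.9% ± 13.4 (SD, n = 18, median 41 reads) to 40.7% ± 16.6 (n = 16, median 48.5 reads). The estimate was 0.363 (SE 0.0542, adjusted p = 6.52e-06 by limma). Position 12602689 of chromosome 1 rose from 49.6% ± 20.3 (n = 18, median 47 reads) to 73.4% ± 10.6 (n = 17, median 60 reads), with an estimate of 0.253 (SE 0.0484, adjusted p = 0.000921 by limma). The 1 lower CpG was at position 436234 of chromosome 1, with 15.6% ± 8.05 (n = 18, median 30.5 reads) in sucrose and 7.64% ± 7.96 (n = 16, median 28.5 reads) after 48 h. Its estimate was -0.184 (SE 0.0488, adjusted p = 0.0379 by limma), and it was not called by the quasi-binomial model (adjusted p = 0.133). At each of these CpGs the ranges of single samples overlapped between regimes.

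The factorial design also asked whether the regime effect depended on harvest time or tissue. At 0 h, 3 CpGs differed among regimes, at 24 h 10, and at 48 h 9 (limma F tests). Within heads 7 CpGs differed among regimes, and within bodies 7. Without the 9 body samples with other titles, bodies gave 0 calls, with 55 at an unadjusted p under 0.05. The regime by tissue interaction called 0 CpGs, with 54 at an unadjusted p under 0.05. The regime by harvest time interaction called 1 CpG, and the quasi-binomial model called 6. That CpG, at position 16758160 of chromosome 3, was named after its values were seen (adjusted p = 0.0227, limma). Its methylation in sucrose samples was 60.5% ± 9.78 (SD, n = 5) at 0 h, 37.8% ± 9.83 (n = 6) at 24 h and 62.4% ± 8.81 (n = 6) at 48 h. After 24 h of 5-aza-dC it was 58.9% ± 3.65 (n = 5), 62.5% ± 5.96 (n = 5) and 41.3% ± 12.8 (n = 5) at those times. After 48 h of 5-aza-dC it was 47.1% ± 8.96 (n = 4), 65.7% ± 7.65 (n = 6) and 61.7% ± 10.3 (n = 6).

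The 3 CpGs that differed among regimes at 0 h were also named after their values were seen. Position 2484518 of chromosome 4 (adjusted p = 0.00064, limma) had 11.4% ± 7.18 (SD, n = 6) in sucrose, 11.2% ± 6.52 (n = 6) after 24 h and 56.4% ± 16.2 (n = 4) after 48 h of 5-aza-dC. Position 8120311 of chromosome 5 (adjusted p = 0.0303, limma) had 52.8% ± 19.3 (n = 6), 30.2% ± 9.14 (n = 6) and 70.7% ± 12.2 (n = 4) in the same order. Position 5762302 of chromosome 1 (adjusted p = 0.0303, limma) had 59.5% ± 6.12 (n = 6), 35.1% ± 14.0 (n = 5) and 77.7% ± 5.92 (n = 4). Harvest time, averaged over regimes and tissues, was associated with 2 CpGs, both named after their values were seen. At position 634060 of chromosome 1 (adjusted p = 0.0166, limma), methylation was 19.8% ± 10.5 (n = 15) at 0 h, 32.8% ± 16.2 (n = 17) at 24 h and 12.8% ± 7.89 (n = 17) at 48 h. At position 4066117 of chromosome 1 (adjusted p = 0.0166, limma), it was 31.4% ± 12.5 (n = 15), 15.3% ± 12.8 (n = 16) and 36.4% ± 18.2 (n = 16).

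Heads and bodies were compared within regimes and harvest times. Over the 888 tested CpGs, the mean was 31.4% ± 1.91 (SD, n = 24) in heads and 31.3% ± 1.76 (n = 27) in bodies. The difference of 0.183 points was not significant (two-sided permutation test, p = 0.705). Its sign and size depended on the CpGs averaged: at the 219 tested CpGs with a mean of at least 0.5, heads were 5.86 points higher (permutation p = 1e-05, the smallest these resamples can give). At the 2495 CpGs with that mean and at least 3 reads in every sample, a set chosen after seeing the data, methylation was 87.6% ± 0.532 (n = 24) in heads and 81.3% ± 0.850 (n = 27) in bodies. The lowest head sample had 86.6% and the highest body sample 83.0%. Within regimes the difference was 6.47 points in sucrose samples (permutation p = 0.00026) and 6.37 points in 24 h samples (permutation p = 0.00055). In 48 h samples it was 6.19 points (permutation p = 0.00025). Few arrangements of the labels exist within a regime, so these p-values are not compared in strength.

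**Figure D2:**
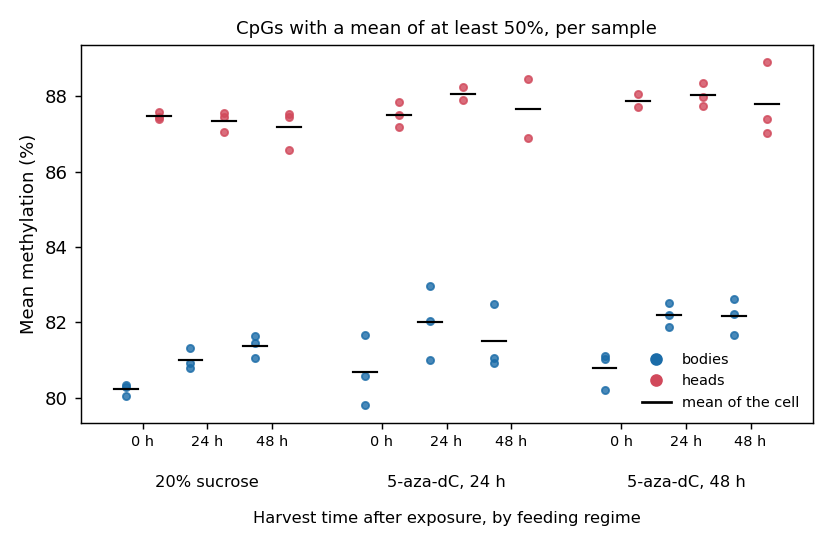
Mean methylation (%) of each sample at the 2495 CpGs with a mean of at least 50% and at least 3 reads in every sample, by regime and harvest time, with bodies in blue, heads in red and cell means as black bars. No body sample exceeded 83.0% and no head sample was under 86.6%.

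Among the 888 CpGs, 136 differed between heads and bodies (limma, adjusted p under 0.05), 104 higher and 32 lower in heads. The quasi-binomial model called 128, of which 107 were also called by limma. After centring each sample on its median, 175 were called, 166 higher and 9 lower. At least 3 reads in every sample gave 16283 CpGs, at which the quasi-binomial model called 1212, including 92 of the 136. Limma called 960 of the 16283, which included 65 of the 136. Direction varied with the mean level there. At CpGs with a mean of 0.1 to 0.2, 15 limma calls were higher and 149 lower in heads. At 0.2 to 0.5, 47 were higher and 16 lower. At 0.5 to 0.8, 276 were higher and 1 lower, and at 0.8 or above, 442 were higher and 14 lower. Position 260956 of scaffold GL340852 had 42.4% ± 12.1 (SD, n = 26, median 38.5 reads) in bodies and 69.7% ± 10.9 (n = 23, median 42 reads) in heads, with an estimate of 0.287 (SE 0.0390, adjusted p = 1.32e-07 by limma). Position 15917622 of chromosome 3 had 56.3% ± 13.1 (n = 25, median 26 reads) and 80.0% ± 14.0 (n = 23, median 32 reads), with an estimate of 0.306 (SE 0.0401, adjusted p = 9.62e-08 by limma). Heads were lower at position 522326 of chromosome 1, with 94.7% ± 4.72 (n = 27, median 44 reads) in bodies and 84.3% ± 7.90 (n = 24, median 44.5 reads) in heads. The estimate was -0.203 (SE 0.0355, adjusted p = 1.87e-05 by limma). Heads were also lower at position 13287890 of chromosome 1, with 18.2% ± 10.4 (n = 26, median 23 reads) and 7.82% ± 7.18 (n = 21, median 21 reads), and an estimate of -0.184 (SE 0.0443, adjusted p = 0.00209 by limma).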

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

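The tests of windows along the genome and of the samples with other harvest times in their titles were fixed before their results were seen, and all other tests in this part were chosen after the result they address was seen.

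Methylation at background CpGs, outside the CpGs compared in the report, was higher after 5-aza-dC than in the sucrose controls. The difference was 1.64 points for 48 h (two-sided permutation test, p = 6e-05) and 0.471 points for 24 h (permutation p = 0.00691). For 48 h it was 2.09 points in bodies (permutation p = 0.0161) and 1.19 points in heads (permutation p = 0.00025). By harvest time it was 0.882 points at 0 h (permutation p = 0.166). It was 1.88 points at 24 h and 2.16 points at 48 h (permutation p = 0.00457 for both). Few arrangements of the labels exist within a tissue or harvest time, so these p-values are not compared in strength. Bodies harvested at 0 h after 48 h of 5-aza-dC went the other way, with a background of 0.237% ± 0.0321 (SD, n = 3) against 0.693% ± 0.392 (n = 3) in sucrose bodies at 0 h. Whether this effect in bodies at 0 h differed from that in heads was not tested. The effect was tested for a difference between tissues averaged over times and between times averaged over tissues, and no interaction passed (lowest p = 0.0747 and lowest adjusted p = 0.791 among 18 permutation tests of this and 2 other measures).

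One candidate explanation is incomplete bisulphite conversion, which leaves unmethylated cytosines read as methylated. If it acted on the whole genome, all regions would shift alike, and the 48 h mean was above the sucrose mean in 100% of 317 windows of 1 Mb, by 1.40 to 2.27 points. A gain of methylation spread over the genome would look the same, so this test cannot separate them. If conversion failed in single libraries, samples of a cell would scatter more, and they did: the pooled SD within cells was 1.745 points in 48 h samples, 0.855 in 24 h samples and 0.206 in sucrose samples. An uneven response of pools to the inhibitor may scatter in the same way. Conversion measured on cytosines outside CpGs or on added unmethylated DNA was not analysed here, so the 48 h difference cannot be told apart from incomplete conversion. The same holds for 24 h, for which the scatter within cells and the relation to depth were tested.

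Depth was also weighed. In 48 h samples, background and reads per CpG had r = 0.331 (permutation p = 0.190, n = 17; Spearman rho = 0.289, p = 0.257; r without the 2 farthest samples 0.247), which neither shows nor excludes a role of depth. In 24 h samples r was 0.0677 (permutation p = 0.804) and rho 0.0735 (p = 0.790). In sucrose samples r was 0.580 (permutation p = 0.011, adjusted p = 0.0265 over 12 relations) and rho 0.414 (p = 0.0883), but r fell to 0.203 without the 2 farthest samples, so it rests on them. Over all 51 samples r was 0.208 (permutation p = 0.138) and rho 0.349 (p = 0.0122, adjusted p = 0.0292). The 48 h samples had 3.61 more reads per CpG than sucrose samples, a difference that was not significant (permutation p = 0.134). A single sample is not the source, since without the sample of highest background the 48 h difference was 1.28 points (permutation p = 7e-05). Samples with another harvest time in their titles are not the source either, since the difference was 1.15 points without them (permutation p = 0.00082).

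The regime by harvest time interaction called 1 CpG, at position 16758160 of chromosome 3, meaning that the effect of the regime differed between harvest times by the F test of that interaction (adjusted p = 0.0227, limma). Among 100 splits of the samples, the real one included, 11 gave at least as many CpGs, so a count of 1 is within what other splits give. The count was 0 under median centring (82 unadjusted) and on the log2 ratio scale (78 unadjusted), and 6 in the scaled quasi-binomial model. It was 5 among 219 CpGs with a mean of at least 0.5, and 6 at a minimum of 5 reads. The scaled quasi-binomial model at 3 reads gave 50. Without the 9 samples with other titles it was 0 (61 unadjusted). The splits for this interaction covered the 888 CpGs only, so they cannot judge the counts in other sets. A sequence variant among the wasps at that CpG was not tested, and no biological explanation was tested.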

How the results depend on the processing

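Each alternative below changed 1 choice, or those named together, apart from the quasi-binomial model, which also combined strata in another way. Those not described as added were fixed before the data were examined. Each comparison's value was set against its main value under each alternative that applies to it, apart from leaving out a sample. Under the alternatives fixed in advance, 107 of these values kept their direction and their side of the threshold, or stayed within 1.5 times the main count. Of the others, 65 counts or shares moved, 2 values reversed, 5 became weaker and 2 became stronger. Under the added alternatives, chosen after seeing the data, 83 values held, 155 moved, 2 reversed, 1 became weaker and 2 became stronger. For single CpGs named by the rule, 93 values held and 12 became weaker under the alternatives fixed in advance, and 106 held and 29 became weaker under the added ones. The cause of these changes was not tested unless a value below shows it. Counts are CpGs past the adjusted threshold. "24 h" and "48 h" alone mean 5-aza-dC of that duration against sucrose, and "any regime", "heads", "bodies" and "at 0 h", "at 24 h" or "at 48 h" mean F tests among the 3 regimes, over all samples or in that part. No paired analysis was possible because the replicate numbers follow only the order of the samples. The planned tests of genes, with at least 3 or at least 10 CpGs per gene, were not run for want of an annotation of the coordinates' build.

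Mean methylation depended on the measure and the CpGs. For 24 h the main difference of 1.38 points became 0.567 (permutation p = 0.0837) at CpGs with a mean of at least 0.5, 0.249 as the share of CpGs at 0.5 or above, and 0.904 after subtracting background. For 48 h the main 1.90 points became 0.998 at CpGs with a mean of at least 0.5 and still passed (permutation p = 0.00053). It became 0.245 as the share of CpGs at 0.5 or above and 0.258 after subtracting background. With background removed from the unmethylated share, an added alternative, it became 0.757. The share and both values corrected for background fell short of the threshold for 48 h. Subtraction takes the whole background from CpGs that have little unmethylated share left, so it corrects too much at methylated CpGs. At CpGs with at least 3 reads in every sample and a mean of at least 0.5, the 24 h difference was 0.470 points (permutation p = 0.0243). The 48 h difference there was 0.706 points (permutation p = 5e-05). Removing the background from the unmethylated share at these CpGs left 0.405 points for 24 h (permutation p = 0.0329). It left 0.440 for 48 h (permutation p = 0.00302). The difference between heads and bodies, 0.183 points, changed sign with no filter on the mean (-0.284), with 10 reads in every sample (-0.944), and at a minimum of 5 reads (-0.0798) or 3 reads (-0.278), without passing the threshold in any of the 4. It passed at a mean of at least 0.5 (5.86 points), as the share of CpGs at 0.5 or above (1.02), at 3 reads with a mean of at least 0.5 (6.34), and there with background removed (6.47). Of these sets, only that of 3 reads was divided by mean level. There the difference was -1.64 points at CpGs with means of 0.1 to 0.2 and 0.238 points at 0.2 to 0.5. It was largest at means of 0.5 to 0.8, with 10.6 points, and was 4.79 points at 0.8 or above. The cause of the sign changes in the other sets was not tested.

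With no filter on the mean, 76398 CpGs were tested and most were almost unmethylated. Calls were then 3 for 24 h, 15351 for 48 h (0.137% lower), 315 for 48 h against 24 h, 5442 for any regime and 54 for heads against bodies. They were 1 for regime by tissue, 1 at 0 h, 32 at 24 h, 2507 at 48 h, 25 in heads and 581 in bodies. Harvest time gave 0 (4121 at an unadjusted p under 0.05). Adding the background covariate to that set gave 2 for 24 h, 0 for 48 h (5341 unadjusted), 5 for 48 h against 24 h, 3 for any regime, 57 for heads against bodies and 0 for harvest time (4672 unadjusted). It gave 2 for each interaction, 0 at 0 h (4330 unadjusted), 3 at 24 h, 4 at 48 h and 1 in bodies. That covariate is nearly the mean of the same CpGs, so the loss follows almost from its definition.

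A mean of at least 0.5 left 219 CpGs. It gave 8 calls for 24 h, 1 for 48 h (0% lower), 13 for any regime, 5 for regime by harvest time, 1 at 0 h and 3 at 24 h. Harvest time gave 0 (17 unadjusted). With the covariate as well, there were 8 for 24 h, 4 for 48 h (50% lower), 13 for any regime, 6 for regime by harvest time and 2 at 24 h, with 0 for harvest time (16 unadjusted). Requiring 10 reads in every sample left 73 CpGs. Calls were 1 for 24 h (0% lower), 2 for 48 h against 24 h, 8 for any regime, 4 for heads against bodies, 1 for harvest time and 2 for regime by harvest time. They were 1 at 0 h, 2 at 24 h, 4 at 48 h, 3 in heads and 2 in bodies, and 0% of the 48 h calls were lower. With the covariate these 73 CpGs gave 0 for 24 h (11 unadjusted), 3 for 48 h (0% lower), 2 for 48 h against 24 h, 4 for any regime, 6 for heads against bodies and 1 for harvest time. Regime by harvest time gave 0 (8 unadjusted), and there were 1 at 0 h, 2 at 24 h, 4 at 48 h, 2 in heads and 1 in bodies.

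A lower coverage minimum changed both the values and the number of CpGs tested, and these effects were not separated. All the main calls for regimes were tested again at 3 reads, and 2 of 15 were still called for 24 h, 4 of 9 for 48 h and 11 of 22 for any regime. For heads against bodies, 135 of the 136 were tested there and 65 were still called. At 5 reads, 7695 CpGs gave 30 calls for 24 h, 66 for 48 h, 76 for 48 h against 24 h, 122 for any regime, 596 for heads against bodies and 6 for regime by harvest time. There were 33 at 0 h, 21 at 24 h, 31 at 48 h, 29 in heads and 27 in bodies, with 0 for harvest time (615 unadjusted). At 3 reads, 16283 CpGs gave 53 for 24 h, 76 for 48 h, 122 for 48 h against 24 h, 197 for any regime, 960 for heads against bodies and 18 for regime by harvest time. There were 29 at 0 h, 30 at 24 h, 59 at 48 h, 50 in heads and 40 in bodies. At 3 reads and a mean of at least 0.5, 2495 CpGs gave 41 for 24 h, 26 for 48 h (46.2% lower), 81 for 48 h against 24 h, 88 for any regime and 1268 for heads against bodies. There were 27 at 0 h, 35 at 48 h, 33 in heads and 13 in bodies, with 0 for regime by harvest time (222 unadjusted).

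The background covariate alone gave 5 calls for 24 h (80% lower), 1 for 48 h (0% lower), 14 for any regime, 3 at 24 h and 3 in bodies. With 5 reads and the covariate, calls were 62 for 48 h against 24 h, 68 for any regime, 566 for heads against bodies, 2 for regime by harvest time, 18 at 0 h, 23 at 48 h and 17 in heads, with 0 for harvest time (563 unadjusted). With 3 reads and the covariate they were 45 for 24 h, 19 for 48 h, 84 for 48 h against 24 h, 115 for any regime, 891 for heads against bodies and 11 for regime by harvest time. They were also 20 at 0 h, 41 at 48 h and 36 in heads. With 3 reads, a mean of at least 0.5 and the covariate, they were 35 for 24 h, 3 for 48 h (66.7% lower), 49 for 48 h against 24 h, 67 for any regime and 1249 for heads against bodies. They were 21 at 0 h, 4 at 24 h, 33 at 48 h and 34 in heads, with 0 for regime by harvest time (208 unadjusted). The covariate is partly collinear with regime, so calls lost to background and calls lost to lower power cannot be told apart.

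Other changes fixed in advance differed in how many results they moved. Untransformed proportions gave 1 call for harvest time, 5 at 0 h and 13 in bodies, and the log2 ratio scale gave 0 for regime by harvest time (78 unadjusted). Median centring made 81.8% of the 24 h calls and 54.5% of the 48 h calls lower, and gave 0 for regime by harvest time (82 unadjusted). The additive model gave 8 for 24 h and 14 for 48 h. Requiring a difference of 0.1 left 41 for heads against bodies and 0% of 48 h calls lower. Fitting heads alone gave 2 in heads. A moderated variance with trend moved none of the counts beyond 1.5 times. Without the 9 samples whose titles give another harvest time or none, there were 2 for 24 h (100% lower), 3 for 48 h (0% lower), 9 for 48 h against 24 h, 11 for any regime and 1 for harvest time. There were 3 at 24 h, 4 at 48 h and 4 in heads, with 0 in bodies (55 unadjusted) and 0 for regime by harvest time (61 unadjusted). Those 9 are body samples, so the loss of 9 of its 27 samples and wrong labels cannot be told apart. With only the 2 regimes compared and the CpGs they share, an added alternative, 24 h gave 26 and 48 h gave 157.

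The scaled quasi-binomial model, also added, gave 35 for any regime, 14 for 48 h, 6 for regime by harvest time, 8 at 0 h, 15 at 48 h, 15 in heads and 13 in bodies. With 3 reads it gave 407 for any regime, 150 for 24 h, 225 for 48 h, 244 for 48 h against 24 h, 1212 for heads against bodies, 22 for harvest time and 50 for regime by harvest time. It also gave 118 at 0 h, 191 at 24 h, 116 at 48 h, 155 in heads and 119 in bodies. With unscaled reads, the counts were 38 for any regime, 24 for 48 h against 24 h, 1 for harvest time, 6 for regime by harvest time, 11 at 0 h, 14 at 48 h, 15 in heads and 11 in bodies. Counting every cell in the residual degrees of freedom changed these to 9 at 0 h, 13 in heads and 12 in bodies, and left the other 5 the same. At 3 reads the unscaled form gave 539 for any regime, 230 for 24 h, 296 for 48 h, 314 for 48 h against 24 h, 1408 for heads against bodies, 50 for harvest time and 70 for regime by harvest time. It gave 161 at 0 h, 253 at 24 h, 163 at 48 h, 217 in heads and 188 in bodies. With every cell counted there were 538, 232, 315, 310, 1412, 50 and 71 for the same comparisons, and 161 at 0 h, 257 at 24 h, 162 at 48 h, 223 in heads and 188 in bodies. The unscaled forms gave 11.6% false calls in simulated data at 3 reads, against 7.48% for the scaled form and 4.21% for limma. The scaled model shared 9 of the 15 main calls for 24 h, 8 of 9 for 48 h and 107 of 136 for heads against bodies. At 3 reads it shared 9 of the 15, 7 of the 9 and 92 of the 136.

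Across the 51 fits that each left out 1 sample, mean differences ranged from 0.942 to 1.81 points for 24 h and from 1.58 to 2.08 for 48 h. The 24 h difference no longer passed in 1 of these fits, without replicate 2 of heads harvested 48 h after 24 h of 5-aza-dC (0.942 points, permutation p = 0.088). For heads against bodies they ranged from -0.106 to 0.472, reversing in 2 fits. Calls ranged from 4 to 17 for 24 h (43.8% to 75% lower), from 4 to 18 for 48 h (0% to 25% lower), from 11 to 19 for 48 h against 24 h, from 17 to 31 for any regime and from 101 to 163 for heads against bodies. They ranged from 0 to 4 for harvest time, from 0 to 1 for regime by tissue and from 0 to 3 for regime by harvest time. They ranged from 0 to 6 at 0 h, from 3 to 12 at 24 h, from 6 to 11 at 48 h, from 2 to 11 in heads and from 4 to 10 in bodies.

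The 11 CpGs named by the rule fixed in advance were chosen for one sign in every stratum, so their sign is no test of stability. The CpGs named after their values were seen were not followed across settings, apart from position 2484518 of chromosome 4 and position 8120311 of chromosome 5, which the rule also names and which were followed in their comparison with sucrose. Of those named for heads against bodies, 3 (position 522326 of chromosome 1, position 15917622 of chromosome 3 and position 260956 of scaffold GL340852) passed in every setting that tested them (26, 24 and 24). Position 436234 of chromosome 1 passed in 6 of 20 settings, and position 1196552 of scaffold GL340968 in 11 of 20. On chromosome 5, position 8413807 passed in 15 of 20, position 8120311 in 16 of 20 and position 7176528 in 19 of 20. On chromosome 1, position 12602689 passed in 21 of 26 and position 13287890 in 18 of 20. Position 2484518 of chromosome 4 passed in 19 of 20.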

Other observations

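Tests of the slopes on background, of depth and the choice of CpGs for heads, and of depth and chromosomes for CpGs without reads were fixed before their results were seen. All other tests in this part, including the splits, were chosen after the result was seen.

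The called CpGs were set against 100 splits of the samples within strata, the real one included. As many CpGs as in the real split were found in 1 split, the real one, for any regime, 24 h against sucrose, 48 h against sucrose, 48 h against 24 h, heads against bodies, any regime at 0 h, at 24 h, in heads and in bodies. At 48 h and for harvest time, 2 splits gave as many. For regime by tissue, where the real count was 0 (54 at an unadjusted p under 0.05), all 100 splits gave as many. For the comparisons of regimes at 3 reads, and at 3 reads with a mean of at least 0.5, 1 split gave as many, and so did heads against bodies at 3 reads. These splits ask whether the groups differ, not whether exposure or a batch made them differ.

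A library or processing batch that followed the regime is a possible explanation of the CpGs that differ between regimes. The sets of CpGs with reads in the table follow the regimes exactly. Among CpGs with reads in all samples, the mean correlation of total reads across CpGs was 0.0201 higher for pairs within regimes than for pairs between them (one-sided permutation p = 0.0002, 10000 resamples of the regime labels), but sucrose samples alone account for the sign. Their mean correlation was 0.494 with each other and 0.430 with other regimes. For 24 h samples it was 0.416 with each other and 0.423 with other regimes, and for 48 h samples 0.421 and 0.427. This correlation neither shows nor excludes a batch, and it does not cover the CpGs that only some regimes have. Batch and regime cannot be told apart in these data, and CpGs called between regimes may reflect either. Those called for 48 h may also reflect the longer feeding.

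Background may also carry over into these calls. At 3 reads, 44 of the 53 CpGs called for 24 h against sucrose were still called with the background as a covariate, in the same direction, so background does not account for all of them. At the 888 CpGs with 10 reads, however, 5 of the 15 calls for 24 h were left, and 8 higher and 7 lower became 1 higher and 4 lower, so background may account for part of those. For 48 h, 19 of 76 were still called, and the covariate is too closely tied to that regime to say whether the rest reflect background or lost power. Sample means at the tested CpGs rose with background over all 51 samples (Pearson r = 0.563, permutation p = 3e-05, adjusted p = 0.00018 over 12 relations; Spearman rho = 0.538, permutation p = 4e-05; r without the 2 farthest samples 0.438). Within sucrose samples r was 0.0902 (permutation p = 0.715) and rho 0.0712 (p = 0.778). Within 24 h samples r was 0.499 (permutation p = 0.0437, adjusted p = 0.0875) and rho 0.556 (p = 0.0279, adjusted p = 0.0557). Within 48 h samples r was 0.606 (permutation p = 0.0106, adjusted p = 0.0265) and rho 0.480 (p = 0.0538), but r fell to 0.220 without the 2 farthest samples, so the relation there rests on them. At CpGs with at least 3 reads in every sample and a mean of at least 0.5, with each tissue's mean removed, the relation held more widely. Over all samples r was 0.562 (permutation p = 2e-05, adjusted p = 0.00018) and rho 0.714 (p = 1e-05, the smallest these resamples can give), with r 0.518 without the 2 farthest. Within 48 h samples r was 0.636 (permutation p = 0.00493, adjusted p = 0.0197) and rho 0.706 (p = 0.00202, adjusted p = 0.00808), with r 0.525 without the 2 farthest. Within 24 h samples r was 0.488 (permutation p = 0.0566, adjusted p = 0.097) and rho 0.641 (p = 0.00886, adjusted p = 0.0266), with r 0.723 without the 2 farthest. Within sucrose samples r was -0.0529 (permutation p = 0.836) and rho 0.0630 (p = 0.805).

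If conversion failed at one rate everywhere, a sample's mean would rise with background by a slope equal to the unmethylated share of the CpGs. Within cells, the slope was 0.969 (jackknife SE 0.521, expected 0.871) at CpGs with means of 0.1 to 0.2, and 0.879 (SE 0.757, expected 0.730) at 0.2 to 0.5. It was 0.357 (SE 0.528, expected 0.324) at 0.5 to 0.8, and 0.165 (SE 0.278, expected 0.0964) at 0.8 or above. The slopes fall in the order expected, but their errors are too wide to tell any of them from no relation, so the explanation stays open.

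Heads had higher methylation than bodies at CpGs with a mean of at least 0.5, without overlap of the 24 head and 27 body samples. Higher background in heads is not the source, since the background difference was -0.276 points, heads minus bodies (permutation p = 0.477). Depth was tested within tissues: the mean at these CpGs had r = 0.0241 with reads per CpG in bodies (permutation p = 0.905, n = 27; rho = 0.0354, p = 0.862; r without the 2 farthest 0.212). In heads r was 0.444 (permutation p = 0.0317, adjusted p = 0.127 over 4 values, n = 24; rho = 0.360, p = 0.0854; r without the 2 farthest 0.456). The difference in reads per CpG was -2.67, heads minus bodies (permutation p = 0.424), so a positive relation with depth would lower the heads. In sucrose samples, at 11840 CpGs without reads in the 48 h samples, heads were 7.13 points higher (permutation p = 0.00026), so reads in the 48 h samples are not needed for the difference. Those CpGs still had reads in every sucrose sample and were chosen for a mean of at least 0.5 there, so the choice of CpGs by reads or by mean level cannot be excluded as a source. At CpGs with means of 0.1 to 0.2 and at least 3 reads in every sample, the difference was -1.64 points. A library batch that followed tissue was not tested, since the labels give none. The hypothesis that remains is a difference between tissues or the cell types in them, which cannot be told apart from such a batch or from the choice of CpGs.

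CpGs without reads in 48 h samples more often had a sucrose mean of at least 0.5 than CpGs with reads there, 0.511% of 2318958 against 0.242% of 1789099, a ratio of 2.11. A difference in depth between these CpGs was tested in 5 classes of sucrose depth, and the lowest ratio was 2.24. A few parts of the genome are not the source on this scale, since the lowest ratio over chromosomes 1 to 5 was 1.82. For the 24 h regime the direction was opposite, 0.246% of CpGs without reads against 0.426% of CpGs with reads. The table holds another set of CpGs for each regime, each with at least 3 reads in every sample of that regime, and whether the step that made these sets gave rise to this difference was not tested.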
